A study of Homo sapiens with 8 samples. Its data were reported in "Integrative Multi-Omics Analysis of Oncogenic EZH2 Mutants: From Epigenetic Reprogramming to Molecular Signatures" (2023).

How the data were processed

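H3K27me3, the trimethylated form of lysine 27 on histone H3, was mapped by CUT&Tag in HEK293T cells, a human embryonic kidney cell line. CUT&Tag directs a transposase to an antibody-bound mark, so that the DNA beside the mark is cut and turned into a sequencing library. EZH2 is the enzyme that places the mark. The 8 samples came from 4 stable lines, with 2 replicates of each. A line carried the WT enzyme, Y641F, A677G or the double mutant H689A/F667I. The study describes Y641F and A677G as gain-of-function (GOF) mutants and H689A/F667I as a loss-of-function (LOF) mutant. Samples were grouped by their labels, and each replicate number was taken from the same label.

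Per the study's methods, the authors trimmed the reads, aligned them to GRCh38/hg38 with BWA, removed duplicates with Samtools and called peaks with MACS2. The authors deposited 1 peak list per sample in broad format, and the peak names showed that replicates were not pooled before calling. For every peak the deposited lists give a fold enrichment, which is a ratio of the pileup to the background estimated within the same sample. The authors' deposited lists also hold the −log10 of the p-value and the −log10 of the q-value that MACS2 computed for each peak against that background. These are the authors' values for single peaks, and they were used here only to filter and rank peaks within a list and to estimate depth. The methods state neither the calling threshold nor a control library. The lowest −log10 q in each list lay just above 1, as a q-value threshold of 0.1 would leave. Because signal below the threshold is not in a peak list, a region without a peak is a region not called, which is not the same as a region without the mark. The study compared lines with DiffBind, which needs reads, so peak sets were compared here by overlap.

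The depth of each library is not stated in the lists and was estimated from the peak values. MACS2 computes a fold enrichment from the pileup and the background, and a p-value from the same numbers, so a pair of values that recurs in a list gives both. The most frequent pair was seen in 88 to 1781 peaks of a sample, against 8 to 21 for the next pair. It was reproduced by a whole-number pileup to within 9.96e-06 in −log10 p in each of the 8 samples. The background divided by the shortest peak of the list, taken as the fragment length, is proportional to depth. It was multiplied by a genome size of 2.7 Gb, the MACS2 setting for human, which was an assumption and affects only the scale. The estimates ran from 8.46 to 26.5 M fragments (M for mega). The limit of such lists is that a shallow library yields fewer peaks at the same q-value.

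Peaks on chromosomes 1 to 22 and X were used. Regions were the merged peaks of all samples, with peaks that overlapped by at least 1 bp or touched being joined, and consensus regions were those called in at least 2 samples. A region was gained in a mutant when both mutant samples and neither WT sample had a peak in it, and lost in the opposite case. Because every mutant was compared with the same WT samples, counts were set beside 200 randomisations of the table of calls that kept the number of calls of each region and of each sample. They were also set beside the other splits of the same 4 samples. Promoters were 1 kb either side of the start of protein-coding genes in GENCODE 44, whose build is that of the lists. Core promoters were the 100 bp upstream of a start and proximal promoters the 2 kb upstream. For shares of features a region was assigned to the feature at its midpoint, and single regions named in the text were described by the features they overlapped. The expected share was the feature's share of the genome's length. The target genes examined were those that the study lists as shared between the GOF mutants. The study chose them partly on these libraries, so they are not independent evidence. Ribosomal protein genes served as a background of active promoters.

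Lines were compared by an exact permutation test of the F statistic over every partition of the 8 samples into 4 pairs. The smallest p that this test allows is 0.00952. The GOF lines were compared with the other lines by a two-sided exact permutation test of 4 samples against 4, with a smallest p of 0.0286. A comparison of 2 samples against 2 cannot go below 0.33. Replicate similarity was tested one-sided by the Jaccard index, the covered length shared by a pair of samples over the length covered by either. Chromosomes were tested one by one, with Benjamini-Hochberg adjustment over 23 chromosomes. The genes and regions named were fixed by rule before the data were examined. They were the genes that the study drew as examples, the 3 genes per GOF line with a gained promoter and the largest rise in mean covered length within 5 kb of the start, the 3 longest gained and lost regions of each comparison, and the HOX clusters. A region that this rule selects among those lost in Y641F is not reported here.

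The alternatives fixed at the same time were −log10 q of at least 2, fold enrichment of at least 4, an equal number of peaks per sample (the 34934 with the highest −log10 p), all sequences in the lists, a linear scale, the replicate number as a block, other similarity measures, at least 50% of a region covered, merging across 1 kb, all merged regions, bins of 5 kb, other promoter and feature definitions, and leaving out each replicate. Estimated depth as a covariate was added after the data were seen, as was a weighting of covered length that gave every sample the same distribution over 20 classes of GC content. The procedures were tested on simulated data. In a randomised table of 209926 regions with implanted gained regions, 200 of 200 were called in each comparison. Their excess over further randomisations was 143 for A677G and 189 for H689A/F667I but -21.1 for Y641F, so an excess of that size cannot be resolved in Y641F. The permutation test gave p under 0.05 in 5% of 300 simulated data sets without an effect and in 95.3% with an effect. Interval results matched bedtools 2.31.1 in 10 of 10 checks. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used.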

Results

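H3K27me3 CUT&Tag peak lists were examined for 4 stable HEK293T lines carrying EZH2 WT, EZH2 Y641F, EZH2 A677G or EZH2 H689A/F667I, with 2 replicates per line. The first question was how much of the genome was called as H3K27me3-enriched in each line. WT yielded 119640 ± 8663 peaks (SD, n = 2), Y641F 199567 ± 4033 (SD, n = 2), A677G 150398 ± 40156 (SD, n = 2) and H689A/F667I 42142 ± 10193 (SD, n = 2). The lines differed by an exact permutation test of F across the 4 lines (p = 0.019, n = 2 per line). With estimated depth as a covariate the same test gave an exact permutation p of 0.59, which was the alternative that moved this result most.

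Covered length followed the same order. Peaks covered 64.9 ± 1.59 Mb in WT (SD, n = 2), 97.3 ± 6.45 Mb in Y641F (SD, n = 2), 73.3 ± 14.8 Mb in A677G (SD, n = 2) and 20.1 ± 6.49 Mb in H689A/F667I (SD, n = 2). The log2 ratio to WT was 0.58 for Y641F, 0.16 for A677G and -1.73 for H689A/F667I, and the log2 ratios of peak number were 0.74, 0.31 and -1.52. The peak number ratio of A677G was 0.03 without A677G replicate 1 and 0.58 without A677G replicate 2. The lines differed in covered length (exact permutation p = 0.0286 across lines). The A677G difference from WT was within the spread between its own replicates. Of the A677G samples, replicate 2 covered 62.9 Mb, less than either WT sample, and the log2 ratio was -0.0467 without replicate 1 and 0.37 without replicate 2. Each single comparison of a mutant with WT rests on 2 samples against 2 and cannot give an exact p below 0.33. The Y641F and A677G samples together did not differ from the WT and H689A/F667I samples in covered length (two-sided exact permutation p = 0.0857).

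Estimated depth also differed between lines. It was 17 ± 2.13 M fragments in WT (SD, n = 2), 24.9 ± 2.33 in Y641F, 20.4 ± 4.36 in A677G and 9.19 ± 1.04 in H689A/F667I (each SD, n = 2). Across the 8 samples, log2 peak number and log2 depth had a Pearson r of 0.991 (exact permutation p = 4.96e-05, adjusted 0.000149) and a Spearman rho of 0.976 (exact permutation p = 0.000397, adjusted 0.00119), over 3 measures related to depth. Without Y641F replicate 2 and H689A/F667I replicate 1, the samples farthest from the median depth, r was 0.99. Over the 6 samples that excluded H689A/F667I, r was 0.973. For covered length r was 0.977 (exact permutation p = 0.000124, adjusted 0.000186) and rho was 0.952 (exact permutation p = 0.00114, adjusted 0.00171), with r of 0.968 without the same samples. Over all 8 samples median peak width showed no relation to depth, with r of -0.00396 (exact permutation p = 0.992, adjusted 0.992), rho of -0.0952 (exact permutation p = 0.84, adjusted 0.84) and r of -0.527 without the same samples. Over the 6 samples that excluded H689A/F667I, r was -0.85 (exact permutation p = 0.0458, not adjusted), so the absence of a relation rests on that line. In each of the 4 lines the deeper replicate had more peaks. With depth as a covariate the exact permutation p for covered length was 0.467. Differences in peak number between the lines were therefore not separable from depth in these lists.

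**Figure D1:**
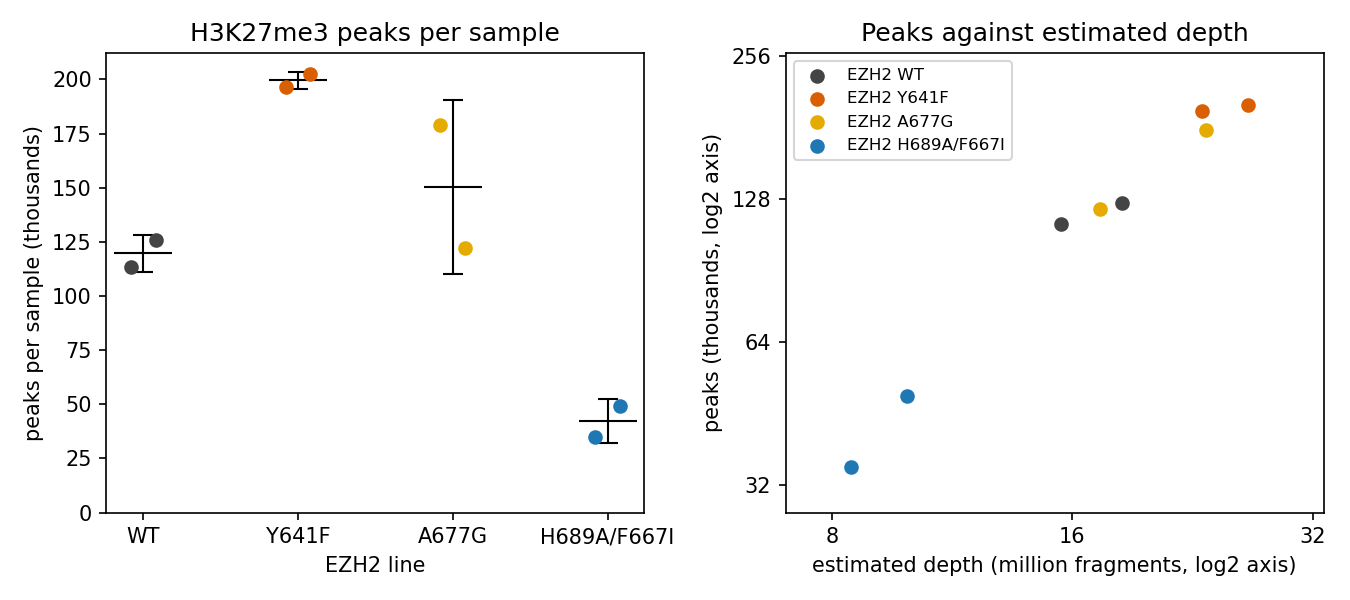
Left, peaks per sample (k) by EZH2 line, with points for samples, horizontal lines for the mean and bars for the SD (n = 2). Right, peaks (k) against estimated depth (M fragments), both on log2 axes, with the samples lying along 1 rising trend from 34934 to 202419 peaks.

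Median peak width was 412 ± 14.1 bp in WT, 376.5 ± 13.4 in Y641F, 386.5 ± 24.7 in A677G and 378 ± 21.2 in H689A/F667I (each SD, n = 2). The lines did not differ (exact permutation p = 0.429). At an equal number of peaks per sample, where WT peaks were the widest, the exact permutation p was 0.0476. The median fold enrichment of peaks, a value of the authors' caller, was 2.98 in WT, 2.89 in Y641F, 2.97 in A677G and 3.23 in H689A/F667I.

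The next question was whether the peak sets of replicates resembled each other more than those of different lines. The Jaccard index averaged 0.377 within lines and 0.258 between lines, a difference of 0.119 (one-sided exact permutation p = 0.00952, the smallest the test can give). The replicates reached 0.445 in WT, 0.408 in Y641F, 0.366 in A677G and 0.289 in H689A/F667I. A677G replicate 1 was closer to Y641F replicate 1 (0.391) and Y641F replicate 2 (0.403) than to its own replicate by this index. By the phi coefficient of shared calls that order was the opposite, with 0.226 for its own replicate against 0.133 and 0.132. This coefficient was computed over consensus regions only, which leaves out regions called in fewer than 2 samples. It averaged 0.357 within lines and 0.177 between lines. By the same coefficient A677G replicate 2 was closer to each WT sample (0.255 and 0.24) and to each H689A/F667I sample (0.23 and 0.24) than to its own replicate. Both Y641F samples were by phi closer to A677G replicate 2 (0.185 and 0.194) than to each other (0.178). The Jaccard index gave the opposite order in both cases. By it A677G replicate 2 had 0.366 with its own replicate, 0.336 and 0.345 with WT, and 0.152 and 0.207 with H689A/F667I. The Y641F samples had 0.408 with each other, against 0.346 and 0.353 with A677G replicate 2.

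**Figure D2:**
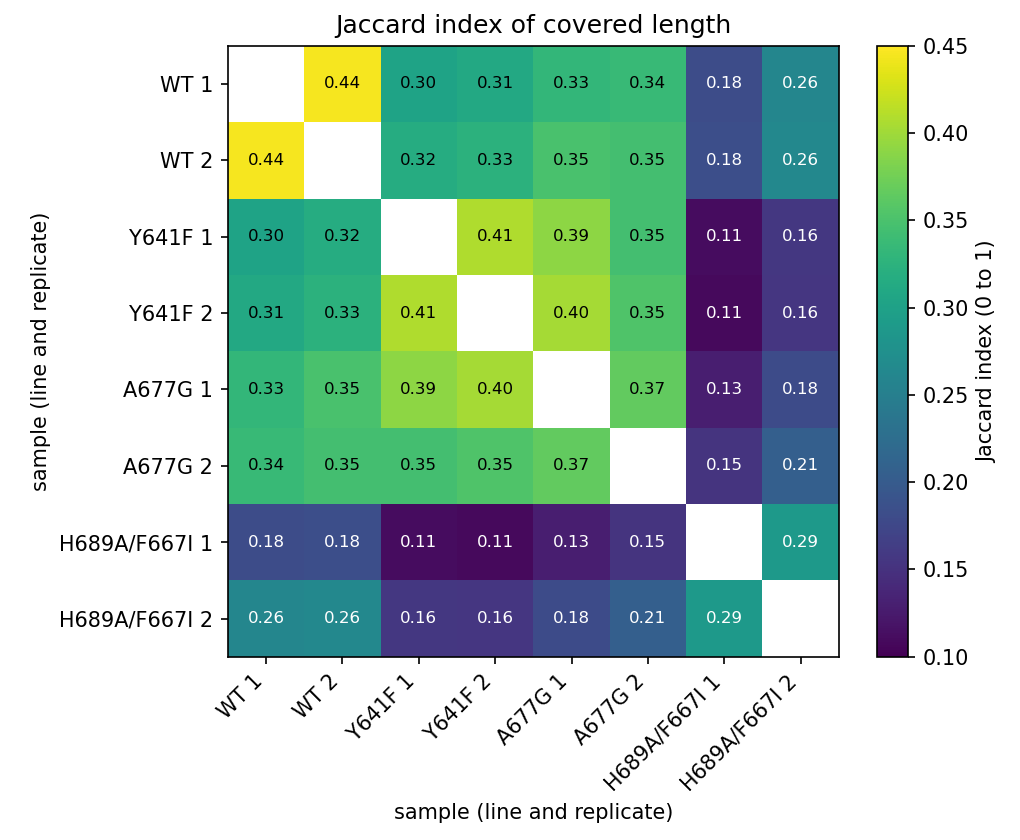
Jaccard index of covered length for each pair of the 8 samples, by line and replicate number on both axes, with colour and printed value giving the index. The WT pair had the highest value, 0.445, and Y641F replicate 2 with H689A/F667I replicate 1 had the lowest, 0.109.

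Peaks of all samples merged into 321445 regions, of which 209926 were called in at least 2 samples. These consensus regions had a median length of 626 bp, and 17979 of them were called in all 8 samples. Regions gained and lost against WT show where the sets differed. In Y641F, 47857 regions were gained and 6536 lost, against means of 31230 and 1869 after randomisation. In A677G, 21344 were gained and 9048 lost, against 14074 and 4100. In H689A/F667I, 266 were gained and 38337 lost, against 215 and 30223. Each count exceeded all 200 randomisations. At an equal number of peaks per sample, where gains and losses nearly balance by construction, the gained and lost counts became 4993 and 5332 in Y641F, 3827 and 4532 in A677G, and 3918 and 4454 in H689A/F667I. Splits that mixed mutant and WT samples gave at most 6361 regions on either side for Y641F, 8914 for A677G and 3164 for H689A/F667I. These largest counts came from splits with both deeper libraries on the same side. The lost counts of Y641F and A677G were close to them, and the 266 gained regions of H689A/F667I lay below all mixed splits of that comparison, the lowest of which was 950. Leaving out a sample loosens the rule from 4 samples to 3, so most of these counts rise by construction whichever sample is left out. In A677G, 50436 regions were gained without replicate 2 and 22840 were lost without replicate 1. In Y641F, 12458 were lost without replicate 1 and 14355 without replicate 2. Leaving out 1 sample at a time, 672 to 1924 were gained in H689A/F667I, and 59401 were lost without WT replicate 1.

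The GOF mutants shared 14555 gained regions, against a mean of 6328 after the same randomisation, which carries the shared WT samples. These were 68.2% of the regions gained in A677G and 30.4% of those gained in Y641F. Of the 22590 regions called in both H689A/F667I samples, 93.9% were called in both WT samples.

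**Figure D3:**
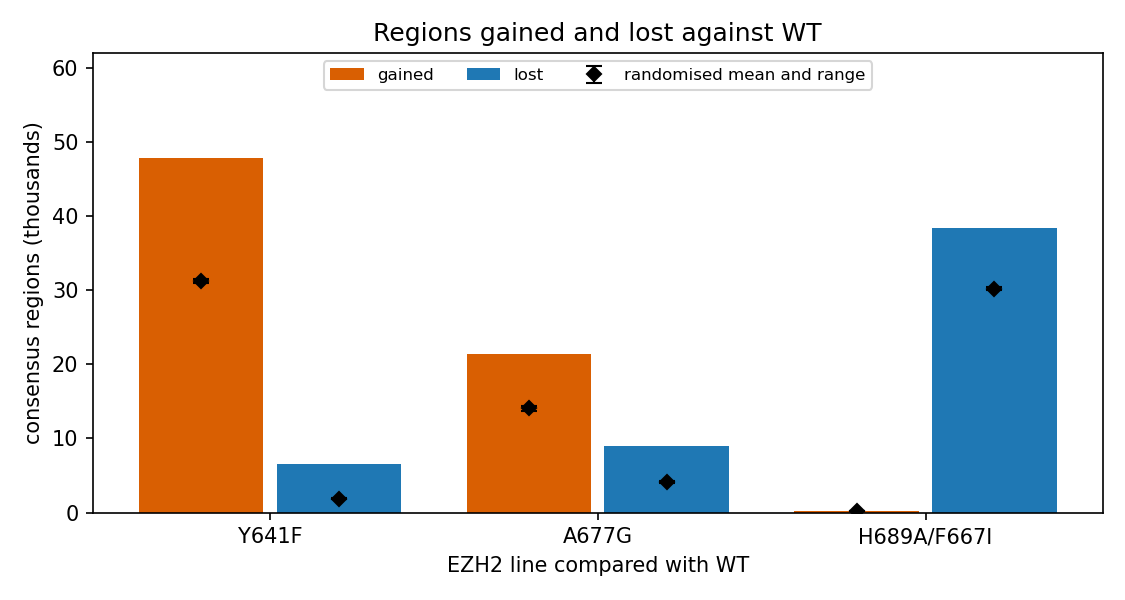
Consensus regions (k) gained or lost against WT in each mutant line, as bars from 0, with diamonds and whiskers for the mean and range of 200 randomisations. Gains dominate in Y641F (47857) and losses in H689A/F667I (38337).

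The longest regions were the same for the gains of both GOF lines. The first lay on chromosome 11, 92223639 to 92226963 (3325 bp, GRCh38), across the core promoter of FAT3. The next were intergenic, on chromosome 12 at 31000923 to 31004161, 4320 bp from TSPAN11, and on chromosome 2 at 45637741 to 45640960, 10384 bp from PRKCE. No WT or H689A/F667I peak fell in these 3 regions. Long regions lost in Y641F lay on chromosome 19 at 8787760 to 8790700, 15469 bp from ZNF558, and on chromosome 1 at 36960998 to 36963665 in an intron of GRIK3. Those lost in A677G were intergenic, on chromosome 13 at 100773639 to 100777235, on chromosome X at 115672293 to 115675673 and on chromosome 7 at 125917571 to 125920186. In H689A/F667I the longest gained region had 1934 bp, was intergenic and lay on chromosome 10 at 106252731 to 106254664. It was followed by 1796 bp on chromosome 10 at 2092045 to 2093840 and 1348 bp in an intron of GRM5 on chromosome 11 at 88586489 to 88587836. The longest lost regions were on chromosome 7 at 142874555 to 142878529 over the 5' UTR of TRPV6, on chromosome 12 at 5085627 to 5089401 between genes, and on chromosome 22 at 37425592 to 37429139 over the core promoter of ELFN2.

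Promoters were examined because the study placed the GOF enrichment at promoters. Of 19962 protein-coding genes, 911 had a promoter gained in Y641F and 461 in A677G, against 615 and 306 after randomisation, and 359 were gained in both, against 188. No promoter was gained in H689A/F667I, against a mean of 2.62 after randomisation. Promoters were lost as well, 59 in Y641F, 80 in A677G and 564 in H689A/F667I, against 7.75, 26.3 and 454 after randomisation. At an equal number of peaks, 122 promoters were gained in Y641F, 89 in A677G and 98 in H689A/F667I. Without A677G replicate 2, and so under a looser rule, 1077 were gained in A677G. Among regions gained in Y641F, 0.144% (95% Wilson interval 0.114 to 0.182) had their midpoint in a core promoter, a log10 ratio to the genome's share of 0.335. For regions gained in A677G the share was 0.187% (95% Wilson interval 0.138 to 0.255), a log10 ratio of 0.448. All consensus regions gave 0.112% (95% Wilson interval 0.0985 to 0.127) and 0.225, so the interval of Y641F overlapped that of all regions and that of A677G did not. Gained regions are part of all consensus regions, so this overlap does not test a difference. Regions lost in A677G gave 0.0553% (95% Wilson interval 0.0236 to 0.129) and those lost in H689A/F667I 0.0574% (95% Wilson interval 0.0379 to 0.0869). No region lost in Y641F had its midpoint in a core promoter. In proximal promoters the log10 ratios were below 0, at -0.109 (95% Wilson interval -0.148 to -0.07) for regions gained in Y641F, -0.145 (95% Wilson interval -0.207 to -0.0843) for those gained in A677G and -0.175 for all consensus regions. When any overlap with a core promoter counted, the log10 ratios were 1.16 and 1.27, against 1.23 for all consensus regions. Intervals cover counting error only. For all peaks of a line, by midpoint, the core promoter log10 ratio was highest in H689A/F667I, at 0.416 ± 0.0618. It was 0.322 ± 0.00801 in A677G, 0.267 ± 0.0125 in Y641F and 0.233 ± 0.0247 in WT (each SD, n = 2). The proximal promoter ratio was 0.0512 in H689A/F667I, against -0.125 in A677G, -0.119 in Y641F and -0.176 in WT. Over all called peaks, promoter enrichment was therefore not particular to the GOF lines. That comparison does not address the regions gained in the GOF lines, whose core promoter shares exceeded those of the regions lost in the same lines.

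The target genes that the study shares between GOF mutants had a called promoter in 31.5 ± 2.62% of cases in WT, 67.1 ± 11.1% in Y641F, 61.1 ± 5.24% in A677G and 15.7 ± 0% in H689A/F667I (each SD, n = 2). The lines differed (exact permutation p = 0.019), although the p was 0.124 with depth as a covariate and 0.0667 at an equal number of peaks. In that setting the H689A/F667I samples, at 15.7 and 13.9%, were no longer below the WT samples, both at 13%, and the GOF samples had 23.1 to 27.8%. Equal numbers remove a general loss of peaks by construction, so the change in H689A/F667I does not tell depth from such a loss. All protein-coding genes gave 11.9% in WT, 18.6% in Y641F, 15.6% in A677G and 6.64% in H689A/F667I. Of 74 ribosomal protein genes at most 1 was called in any sample. Of the targets, 28 had a promoter gained in Y641F, 24 in A677G and 20 in both, and none was lost in either, while 9 were lost in H689A/F667I.

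Of the genes drawn as examples by the study, EGFR (ENSG00000146648.21, chromosome 7, 55019017 to 55211628) had no covered length within 5 kb of its start in WT or H689A/F667I. Its promoter was called in both A677G samples and in no other sample. Within 5 kb of the start it had 0.7895 ± 0.121 kb in Y641F and 0.619 ± 0.246 kb in A677G (each SD, n = 2). RPRM (ENSG00000177519.4, chromosome 2, 153477338 to 153478762) had 1.06 ± 0.0877 kb in WT, 1.66 ± 0.0672 kb in Y641F, 1.13 ± 0.175 kb in A677G and 0.598 ± 0.443 kb in H689A/F667I (each SD, n = 2), so A677G was within the spread of WT. WNT16 (ENSG00000002745.13, chromosome 7, 121325367 to 121341104) had 0.721 ± 0.731 kb in WT, 1.68 ± 0.0601 kb in Y641F and 1.07 ± 0.772 kb in A677G (each SD, n = 2), with none in H689A/F667I, and its replicates overlapped between WT and A677G. The promoter of WNT16 was called in none of the 8 samples. Of 19 protein-coding genes that the study named, other than EZH2, 6 had a promoter gained in Y641F and 6 in A677G, and none was lost. No peak lay within 5 kb of the start of EZH2 or of MALAT1, a non-coding gene, in any sample.

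Of genes with a gained promoter, the largest rises in Y641F were at PTGER2 (ENSG00000125384.7, chromosome 14, 52314305 to 52328598), with 2.42 ± 0.0269 kb, OR10P1 (ENSG00000175398.3, chromosome 12, 55636892 to 55637833), with 2.18 ± 0.282 kb, and MCHR1 (ENSG00000128285.5, chromosome 22, 40679273 to 40682812), with 2.28 ± 0.0679 kb (each SD, n = 2). In A677G they were at KCNJ5 (ENSG00000120457.12, chromosome 11, 128891356 to 128921163), with 2.13 ± 0.499 kb, PLEKHA6 (ENSG00000143850.16, chromosome 1, 204218853 to 204377665), with 1.94 ± 0.737 kb, and ATP6V0A4 (ENSG00000105929.16, chromosome 7, 138706294 to 138799560), with 1.7 ± 0.415 kb (each SD, n = 2). In WT the same window held 0.107 ± 0.151 kb at MCHR1 and 0.1705 ± 0.241 kb at PLEKHA6 (each SD, n = 2), and no peak at the other 4 genes.

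The HOX clusters, known as H3K27me3 loci, were covered over under 5% of their length on average in each line. No sample had a peak in HOXA (chromosome 7, 27092993 to 27200091). HOXC (chromosome 12, 53938831 to 54056030) was covered over 4.83 ± 1.43% of its length in Y641F and 1.82 ± 1.12% in A677G (each SD, n = 2), and not in WT. HOXD (chromosome 2, 176092721 to 176190907) was covered over 4.24 ± 0.112% in Y641F, 1.45 ± 0.0468% in A677G and 0.405 ± 0.573% in WT (each SD, n = 2). HOXB (chromosome 17, 48528526 to 48728750) reached 0.838 ± 0.261% in Y641F and 0.469 ± 0.0261% in A677G (each SD, n = 2), with none in WT. None of the clusters was covered in H689A/F667I. Relative to the share of the genome covered in the same samples, cover in Y641F was 1.43 times for HOXC and 1.27 times for HOXD, and in A677G it was 0.691 and 0.589 times. For HOXB it was 0.249 times in Y641F and 0.191 times in A677G, and HOXA had no cover in either line.

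Because the study placed shared targets on particular chromosomes, the share of covered length on each chromosome was compared across lines. Of 23 chromosomes, 20 differed (exact permutation test with Benjamini-Hochberg adjustment). Chromosome 6 held 3.86 ± 0.0174% in WT, 5.99 ± 0.0649% in Y641F, 5.49 ± 0.129% in A677G and 3.75 ± 0.0988% in H689A/F667I (each SD, n = 2; exact permutation p = 0.00952, adjusted 0.0219). All 4 GOF samples lay above both WT samples on 10 of the 23 chromosomes (1, 2, 3, 4, 5, 6, 9, 10, 13 and 15). They lay below both on 9 (8, 11, 14, 16, 18, 19, 20, 21 and X). Chance gives either order in 6.67% of comparisons each if every sample counts as independent. Replicates of a line are not independent, so either order is less rare than that between lines. Chromosome 13 held 1.29 ± 0.0165%, 1.99 ± 0.0498%, 1.69 ± 0.158% and 0.815 ± 0.0142% in the same order (each SD, n = 2; exact permutation p = 0.00952, adjusted 0.0219). Chromosome 3 held 4.7 ± 0.00248%, 5.82 ± 0.08%, 5.46 ± 0.108% and 4.37 ± 0.0321% (each SD, n = 2; exact permutation p = 0.00952, adjusted 0.0219). Chromosome 18 did not differ (exact permutation p = 0.0952, adjusted 0.104), with log2 ratios to WT of -0.046 in Y641F and -0.057 in A677G, although all 4 GOF samples lay below both WT samples. Chromosome X held 13.2 ± 0.438% in WT, 9.61 ± 0.106% in Y641F, 10.9 ± 0.419% in A677G and 14.2 ± 0.014% in H689A/F667I (each SD, n = 2; exact permutation p = 0.00952, adjusted 0.0219), against 5.32% of the genome's length, and all 4 GOF samples lay below both WT samples. With depth as a covariate, 0 chromosomes passed after adjustment and 10 had an unadjusted exact permutation p under 0.05.

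**Figure D4:**
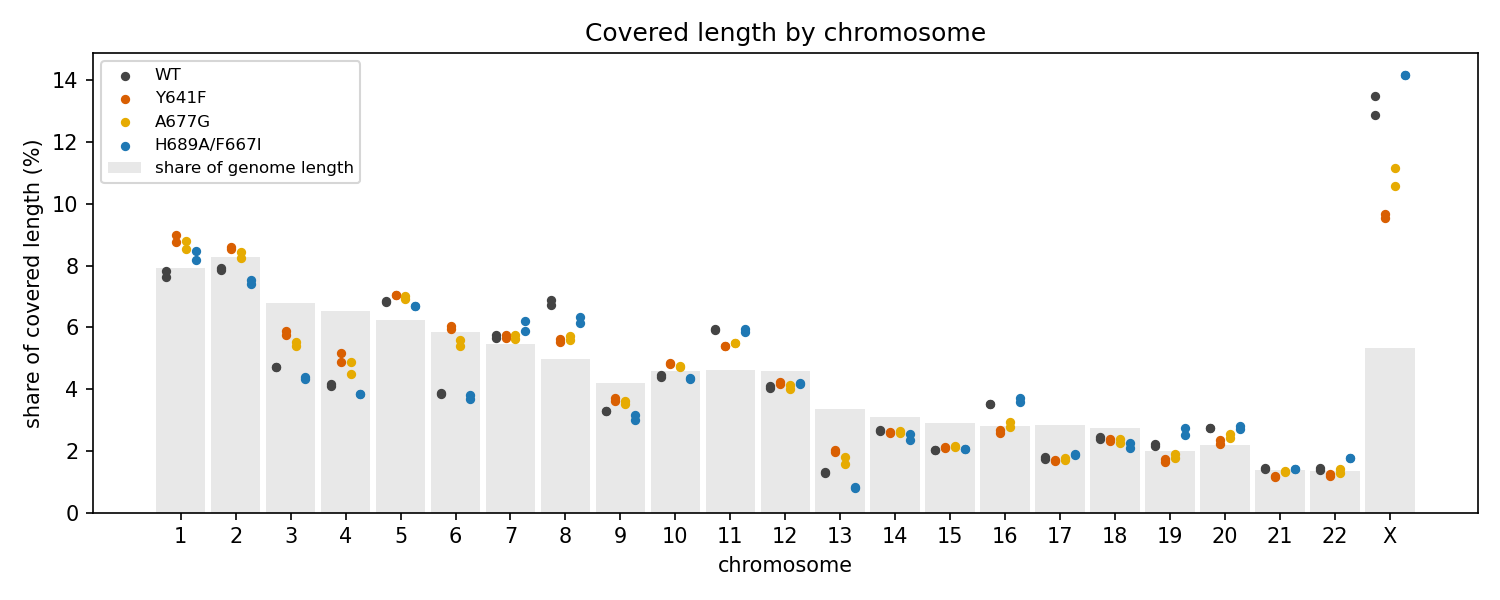
Share of covered length (%) on each chromosome for the 8 samples (points, coloured by line), over the chromosome's share of the genome's length (grey bars). On chromosome 6 the 4 GOF samples sit between 5.4 and 6.03%, above the WT samples at 3.85 and 3.87%.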

Values the study reported

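The study reported 5269 genes for Y641F and 1395 genes for A677G that combined H3K27me3 enrichment with low chromatin accessibility. It counted 1299 putative EZH2 targets across both GOF mutants and named chromosomes 3, 6, 13 and 18 among the regions in which they clustered. It found no gene common to the CUT&Tag and ATAC-Seq results for the LOF mutant. Close to 50% of the enriched CUT&Tag peaks were said to overlap regions enriched in lymphoma cells. Differential regions were defined with a q-value threshold of 0.05 and a 2-fold change.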

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

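The setting with an equal number of peaks was planned, and each other test below was chosen after the result it bears on had been seen. The differences in direction between mutants were noted because every sample of one line lay above both WT samples and every sample of the other below them. The difference between the mutants was not itself tested.

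Peak number and covered length rose in both Y641F samples and fell in both H689A/F667I samples relative to both WT samples, with log2 ratios that differed by 2.26 and 2.31. Median fold enrichment moved the opposite way, by -0.16. Depth is a candidate explanation for peak number. With it as a covariate the lines no longer differed (exact permutation p = 0.59), and the deeper replicate had more peaks in 4 of 4 lines. Mean depth was highest in Y641F and lowest in H689A/F667I. For median fold enrichment, depth cannot be told apart from the line. The exact permutation p was 0.181 with the covariate, but the lines did not differ without it either (exact permutation p = 0.0762). The deeper replicate had the lower median fold enrichment in 4 of 4 lines. A lower amount of the mark may itself lower the yield of a CUT&Tag library, so depth and the EZH2 mutation stay open together. By immunoblot and mass spectrometry of histones, the study found more H3K27me3 in both GOF mutants and less in the LOF mutant. It nevertheless concluded that deposition of the mark was unperturbed in the LOF mutant. The bulk levels ran in the direction of peak number in Y641F and H689A/F667I, but they do not tell how much of that difference is depth. The study's targets were called more often in both GOF lines and less often in H689A/F667I, by 2.08 on the log2 scale between Y641F and H689A/F667I and by 1.95 between A677G and H689A/F667I. At an equal number of peaks the lower share in H689A/F667I was gone, with 15.7 and 13.9% against 13% in both WT samples. That setting keeps the full list of H689A/F667I replicate 1 and only the strongest WT peaks. The lowest −log10 p kept was 3.29 and 3.96 in H689A/F667I, against 4.86 and 5.17 in WT. A general loss of the mark would be removed by construction, so the setting cannot tell such a loss from depth. The GOF samples were still higher in that setting, at 23.1 to 27.8%. Depth cannot be told apart from the line for these targets, since the covariate left an exact permutation p of 0.124 and the study chose the genes partly on these libraries.

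The share of covered length moved in opposite directions from WT on 13 chromosomes in Y641F and H689A/F667I, and on 11 in A677G and H689A/F667I. Weak peaks added in larger lists are argued against as the whole cause, because 20 chromosomes still differed across the lines when each sample contributed the same number of its strongest peaks. In that setting the chromosome 6 share was 5.78 to 6.78% in the GOF samples, against 4.24 and 4.4% in WT. On chromosome X the Y641F samples, at 11.1 and 11.4%, stayed below the WT samples, at 12.2 and 12.9%. The A677G samples, both at 12.3%, did not, so weak peaks stay open for A677G there. An even background is argued against as the whole cause, because the Y641F mean lay beyond the share of the genome's length, or on the far side of WT, by more than 1 SD on 12 chromosomes. For A677G this held on 7. A bias by GC content is argued against as the whole cause, in either direction. With every sample weighted to the same distribution of GC content, 19 chromosomes still differed when peaks were classed by their own GC and 15 when they were classed by that of the surrounding 1 Mb (exact permutation test with Benjamini-Hochberg adjustment). The chromosome 6 share of the GOF samples then lay between 5.4 and 6.1%, against at most 3.87% in WT. Depth cannot be told apart from the lines: the smallest adjusted exact permutation p with depth as a covariate was 0.0626. For chromosome 6 alone the exact permutation p with the covariate was 0.0286, not adjusted. The deeper replicate had the lower chromosome 6 share in WT, Y641F and H689A/F667I, and the higher share in A677G. A677G replicate 2, with a depth of 17.3 M fragments between those of the WT samples, had a chromosome 6 share of 5.4%, but it is a single library. Copy number cannot be told apart either, as the lists carry no measure of it. On chromosome 6, all 4 GOF samples lay above both WT samples in 16 of 17 windows, and the Y641F log2 ratios were uneven, from 0.08 to 1.97. Chance gives that order in 6.67% of comparisons only if replicates of a line count as independent, and windows of a chromosome are not independent either.

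Peaks on chromosome Y were outside the comparisons. A677G replicate 1 had the most, 27, against 12 and 13 in WT. Relative to all peaks of a sample, the H689A/F667I samples had the most. Most of the chromosome Y peaks of all samples, 96, lay between 11107142 and 11788410. Reads of sequence shared with other chromosomes are a candidate source. Exact words of 31 bases under these peaks occurred on another chromosome in 27.6% of cases, against 13.9% occurring elsewhere for as many chromosome X regions. Exact words miss diverged repeats, so this source stays open, and no biological explanation was tested.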

How the results depend on the processing

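Depth as a covariate was chosen after the data were seen, and the other alternatives before. Of 212 values under alternatives, 122 kept their direction and side of the threshold or moved by less than the set limit. The cause of a change was not tested unless stated.

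Replicate similarity gave an exact permutation p of 0.00952 under all 6 alternatives, the smallest the test can give, so the p cannot show a change. The difference in Jaccard index itself fell from 0.119 to 0.062 with fold enrichment of at least 4 and to 0.0778 at an equal number of peaks. No result run with all sequences in the lists, on a linear scale or with merging across 1 kb changed side of the threshold or moved beyond the set limit. Within that limit, merging across 1 kb lowered lost regions from 6536 to 4647 in Y641F and from 9048 to 6465 in A677G. It lowered gained regions from 266 to 184 in H689A/F667I and raised those gained in both GOF lines from 14555 to 14685. Taking all merged regions tests nothing, since a gained or lost region needs 2 called samples and is a consensus region by definition, and its 7 values are among the 122.

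With depth as a covariate the exact permutation p rose to 0.59 for peak number, 0.467 for covered length and 0.124 for study targets, and the number of chromosomes fell from 20 to 0. The labels name no shared batch for a replicate number. Over 1 Mb windows the deviations of same-numbered samples correlated from 0.0259 to 0.3 between lines, above 0.1 in some pairs of lines and not in others, so the samples were not treated as paired. With the replicate number as a block, which leaves 24 arrangements, the exact p was 0.0833 for peak number, 0.0833 for covered length and 0.0833 for study targets. Median width, the only other result fitted with the block, stayed without a difference (exact p = 0.375).

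At an equal number of peaks, gained and lost regions must nearly balance by construction. Gained regions were then 4993 in Y641F, 3827 in A677G, 3918 in H689A/F667I and 1298 in both GOF lines, and lost regions 4532 in A677G and 4454 in H689A/F667I. Gains were 48.4%, 45.8% and 46.8% of changed regions. Gained promoters were 122, 89 and 98. The log2 ratios of covered length were -0.22, -0.21 and -0.39. The GOF samples against the rest reversed (exact permutation p = 0.971), and the exact permutation p was 0.0476 for median width and 0.0667 for study targets. The core promoter log10 ratio of regions gained in Y641F rose to 0.519, from 0.335 with all peaks.

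With −log10 q of at least 2, log2 ratios of covered length were 0.39, -0.14 and -2.30, and of peak number 0.59 in Y641F, 0.028 in A677G and -2.06 in H689A/F667I. Gained regions were 20189, 7794, 152 and, in both GOF lines, 4148, and lost regions in H689A/F667I were 24478. Gained promoters were 439, 184 and 1. Gains made up 78.4% of changed regions in Y641F and 49.5% in A677G, against 88% and 70.2% with all peaks.

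With fold enrichment of at least 4, log2 ratios of covered length were -0.0463, -0.24 and -1.25, and of peak number 0.0506, -0.14 and -0.94. Gained regions were 1237 in Y641F, 783 in A677G and 248 in both, and lost regions 1162, 1156 and 1591. Gained promoters were 31, 18 and 10. Median width gave an exact permutation p of 0.0476 and study targets 0.886. Gains were 51.6%, 40.4% and 12.1% of changed regions, against 0.689% for H689A/F667I with all peaks. The core promoter log10 ratio of gained regions was 0.685 in Y641F and 0.282 in A677G.

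Bins of 5 kb, which needed 50% cover and which few peaks can fill to that extent, gave 13, 1 and 1 gained, 61, 72 and 104 lost, and 0 in both. There gains were 17.6% in Y641F and 1.37% in A677G. With at least 50% of a region covered, gains were 56.9% in A677G, 7707 regions were gained in both GOF lines and 104, 41 and 1 promoters were gained. Promoters of 5 kb either side gave 2095, 959 and 1, and 2 kb upstream gave 4 in H689A/F667I. Any overlap raised core promoter enrichment to 1.16 and 1.27, in part because longer regions meet more features: against random placement of the same widths it was 0.322 and 0.37.

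Leaving out 1 replicate at a time asks for 1 sample fewer, which by itself raises most counts. Gained regions ranged from 45657 to 60353 in Y641F, 27741 to 50436 in A677G (the highest without A677G replicate 2), 672 to 1924 in H689A/F667I and 16546 to 28710 in both. Lost regions ranged from 7272 to 14355, 12074 to 22840 and 45065 to 59401. Gained promoters ranged from 1058 to 1442, 584 to 1077 and 4 to 32. The log2 ratio of covered length in A677G was -0.0467 without A677G replicate 1 and 0.37 without A677G replicate 2.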

Other observations

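The setting with an equal number of peaks was planned, and the other tests below, including its comparison with mixed splits, were chosen after the patterns they bear on had been seen.

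Y641F and WT samples called different regions beyond sampling noise. At an equal number of peaks, 10325 regions were gained or lost in Y641F, against 3584 for the larger of the splits that mixed lines. The corresponding totals were 8359 and 4002 in A677G and 8372 and 3775 in H689A/F667I. Sampling noise between libraries is thus argued against, whereas depth may still contribute, since an equal number of peaks does not equalise it. Regions gained in Y641F had a median percentile by −log10 p of 42.6 and 44.2 in the samples' own lists, and regions also called in WT had 64.8 and 65.4.

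The shift between chromosomes was regional. Of 281 windows of 10 Mb, all 4 GOF samples lay above both WT samples in 134 and below both in 94. In 25 windows the share of covered length was at least 2 times the higher WT value in all 4 GOF samples. In 22 of these both H689A/F667I samples lay below both WT samples. The largest Y641F ratio among them was on chromosome 4 between 130000001 and 140000000, a log2 ratio of 3.43, where A677G had 2.96. That window held little of the covered length, 0.00429% in WT and 0.0459% in Y641F. Across windows, which are not independent replicates, the log2 ratios of Y641F over WT replicate 1 and of A677G over WT replicate 2 had a correlation of 0.979. Noise in a single shared WT library is therefore argued against as the source of the likeness. A feature of the WT line itself stays open, because both WT samples come from that line. A chromatin change common to both GOF mutants is a hypothesis that may account for these windows. An even background would also raise windows where WT lay below the share of the genome, and the chromosome 4 window stayed below its 0.343% share. In only 9 of the 281 windows did WT lie below, and both GOF lines above, that share. The 25 windows had a median GC content of 37.2%, against 40.3% in the others, and GC weighting was examined for chromosomes only. An even background, GC content, depth and copy number stay open for these windows.

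Peaks were narrow for a mark that forms broad domains. The longest peak of any sample had 4217 bp, and the longest consensus region had 5558 bp.

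Gained promoters numbered 911 in Y641F, 461 in A677G and 359 in both. Those are lower than the gene counts quoted from the study above, which rest on other criteria and on accessibility data not analysed here.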
